A study of Mus musculus with 12 samples.

How the data were processed

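RNA sequencing (RNA-seq) was done on dermis, the connective tissue layer of the skin, from wild-type (WT) mice and from mice lacking Cthrc1 (Cthrc1-/-), a gene encoding a secreted collagen triple helix repeat protein. The mice were C57BL/6 animals aged 6 weeks. Samples were taken on day 0 and day 7 of a wounding experiment, with 3 biological replicates in each of the 4 groups of genotype and day, 12 samples in all. Groups and replicate numbers were taken from the sample titles.

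Per the labels' protocols, poly(A) RNA was selected from total RNA, strand-specific paired-end libraries were made by the dUTP method and these were sequenced on an Illumina instrument. The aligner, the genome build, the annotation and the counting program were not stated in the labels used here. The deposited table holds 55401 genes by Ensembl mouse gene ID, with an FPKM and a whole-number count per gene and sample. FPKM values (fragments per kilobase of transcript, scaled to library size) were computed by the authors before they deposited the table. Within each sample the deposited counts divided by the deposited FPKM were a constant of the gene times 1 factor of the sample. Over the 11061 genes with a count over 200 in every sample, the largest SD of that log2 ratio after removing gene means was 0.00166. Every gene with a count of 0 carried an FPKM of 0.0001, taken here as a placeholder for 0. In the deposited counts, values at multiples of 4 were overrepresented. There were between 3.16 and 4.05 times as many genes at a count of 4 as the mean of those at 3 and 5, and between 2.60 and 3.51 times as many at 8 as at 7 and 9. A count is therefore not 1 sequenced fragment for low genes, and the counts were taken as deposited with division by 4 as an alternative.

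Gene symbols and positions were matched by gene ID to the GENCODE M21 annotation of the GRCm38 assembly, which named 55141 of the 55401 IDs. Coordinates are given on GRCm38 from that annotation and not from the deposited table. Per-sample value columns left unused numbered 0. Total counts ranged from 48329668 to 76938132 per sample, so that a floor of 3 counts corresponded to between 0.0390 and 0.0621 CPM, the count scaled to library size. This floor covers counting error only. Library molecular identifiers are named in the labels' protocols, but whether the counts were collapsed on them was not stated.

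Differential expression was tested on the deposited counts with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided, TMM normalization) in R 4.3.3. All 12 samples entered one fit with a mean per group and no covariate. Genes with a mean FPKM of at least 1 over the 12 samples were kept, which left 14313 genes, Cthrc1 among them. P-values were adjusted by the Benjamini-Hochberg method over these genes, and "edgeR adjusted p" below refers to this test. A gene was called at an adjusted p under 0.05. The design fixed before the data were examined named limma on log2(FPKM + 1), with edgeR in its place if the table held counts. The table held both, so edgeR on counts became the reported test and limma on log2(FPKM + 1) became an added alternative. The 5 contrasts were Cthrc1-/- against WT on day 0, the same on day 7, day 7 against day 0 in WT, the same in Cthrc1-/-, and the interaction of genotype and day. Standard errors are the absolute log2 change divided by the square root of the F statistic. The gene lists, 5 in number and also fixed before the data were examined, were tested between genotypes on day 7 with limma's camera (inter-gene correlation 0.01) and adjusted over the 5 lists. Camera took the counts of the edgeR fit in place of the log2(FPKM + 1) named in that design. Log2 CPM, with a prior count of 2, served for the correlations between replicates and the principal components. The lists held M2 macrophage genes, inflammatory macrophage genes, TGF-beta pathway genes, Notch pathway genes, and collagen and matrix genes.

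Named genes were chosen by a rule fixed beforehand: called genes with a mean FPKM of at least 5, no placeholder symbol and no overlap between the groups compared, of which the 4 largest rises and the 4 largest falls in log2(FPKM + 1) were taken. For the interaction the condition on overlap was dropped. Where no gene other than Cthrc1 passed, the 3 genes with the smallest p were taken. Cthrc1 was reported in every comparison. Genes called in a comparison with 5 or fewer calls were named after their values had been seen.

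The replicate numbers 1 to 3 in the titles recur in all 4 groups, and the pairing in the fits with a replicate block comes from them. Whether same-numbered samples deviated together was checked by the correlation across genes of their deviations from the group means. The procedure was tested on simulated counts for the 14313 genes with 200 changed genes. The changed genes had a log2 change of 2 in Cthrc1-/- day 7 alone. All genes and groups shared 1 spread (negative binomial dispersion 0.133). edgeR 4.0.16 recovered 88% of them with 4.86% false calls, limma 3.58.1 recovered 81.5% with 6.32% false calls, and DESeq2 1.42.0 recovered 88.5% with 18.1% false calls. As the real groups differed in spread, these rates need not hold for the real data.

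Alternatives covered DESeq2, limma on log2(FPKM + 1) and log2(FPKM + 0.1), limma without a mean trend, quantile normalization, median-ratio and total-count scaling, and counts divided by 4. They also covered no filter on low genes, a log2 change of at least 1, only the compared groups in the fit, the replicate block, a skeletal muscle or hair follicle marker score as covariate, the fry test for gene lists, and leaving out each replicate. The counts divided by 4, DESeq2, limma on log2(FPKM + 1), total-count scaling and the hair follicle score were chosen after seeing the data. Pseudogenes were matched with BLAST+ 2.17.0 to the longest GENCODE M21 transcript of each tested protein-coding gene. A match needed an identity of at least 85% over a single stretch of at least 50% of the pseudogene. Random lists were matched on mean expression, 10000 per test, with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.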

Results

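The data describe gene expression in mouse dermis in a wounding experiment with 4 groups of 3 biological replicates. The groups were WT day 0, Cthrc1-/- day 0, WT day 7 and Cthrc1-/- day 7. Total counts were 52853903, 76938132 and 48778112 in WT day 0 replicates 1 to 3, and 65063245, 54775617 and 48329668 in the Cthrc1-/- day 0 replicates. They were 62016141, 68668089 and 62837272 in the WT day 7 replicates, and 70867226, 69263277 and 61645021 in the Cthrc1-/- day 7 replicates.

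Cthrc1 (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121, plus strand, protein-coding, GRCm38) was examined first, as it is the gene the knockout targets. Its counts in WT day 0 were 2508, 2972 and 1813, and in WT day 7 they were 11678, 11608 and 8276. In Cthrc1-/- day 0 they were 0, 15 and 0, and in Cthrc1-/- day 7 they were 12, 0 and 4. Thus each library labelled Cthrc1-/- held at most 15 counts, and each WT library at least 1813. Mean Cthrc1 was 23.3 ± 3.21 FPKM (SD, n = 3) in WT day 0 and 91.9 ± 16.4 FPKM (SD, n = 3) in WT day 7. The Cthrc1-/- means were 0.0503 ± 0.0870 FPKM (SD, n = 3) on day 0 and 0.0408 ± 0.0445 FPKM (SD, n = 3) on day 7. Cthrc1 was lower in the knockout on day 0 by a log2 change of -8.90 (standard error 1.06, edgeR adjusted p 0.00941) and on day 7 by -11.07 (standard error 1.12, edgeR adjusted p 0.0110). Between days in WT its log2 change was 1.81 (standard error 0.716), with an edgeR adjusted p of 0.112 that did not pass the threshold. That fit shares 1 estimate of spread with the near-zero knockout libraries. When only the WT groups were fitted the log2 change was 1.81 again, with an edgeR adjusted p of 0.00890. Between days in Cthrc1-/- the log2 change was -0.36, with a standard error of 1.22 and an edgeR adjusted p of 0.910.

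**Figure D1:**
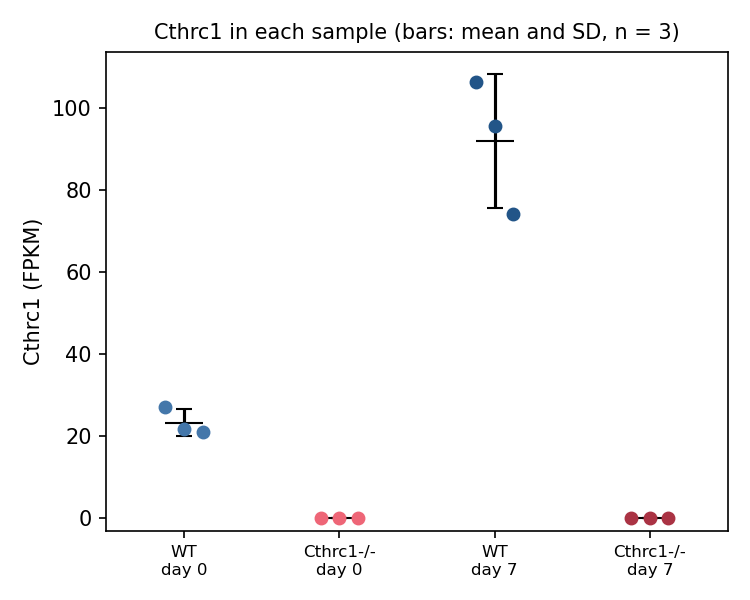
Cthrc1 expression in FPKM (vertical axis, linear) in each sample of the 4 groups, with horizontal bars for the mean and error bars for the SD of 3 replicates. The WT means were 23.3 FPKM on day 0 and 91.9 FPKM on day 7, and both Cthrc1-/- groups lay near 0.

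The agreement of replicates was examined next. Pearson correlations of log2 CPM between replicates, taken across genes, were 0.964 to 0.969 in WT day 0, 0.863 to 0.929 in Cthrc1-/- day 0, 0.878 to 0.957 in WT day 7 and 0.924 to 0.954 in Cthrc1-/- day 7. The median SD of a gene on the log2 scale was 0.137 in WT day 0, 0.326 in Cthrc1-/- day 0, 0.289 in WT day 7 and 0.219 in Cthrc1-/- day 7. The first principal component held 38.3% of the variance and the second 23.9%. WT day 0 replicates had scores of -87.5, -85.2 and -86.6 on the first component. Cthrc1-/- day 0 replicates 1 to 3 were spread along it at -30.8, 29.2 and 68.8. WT day 7 replicate 1 had a score of 99.4 on the second component, against 24.4 and -0.409 for replicates 2 and 3.

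**Figure D2:**
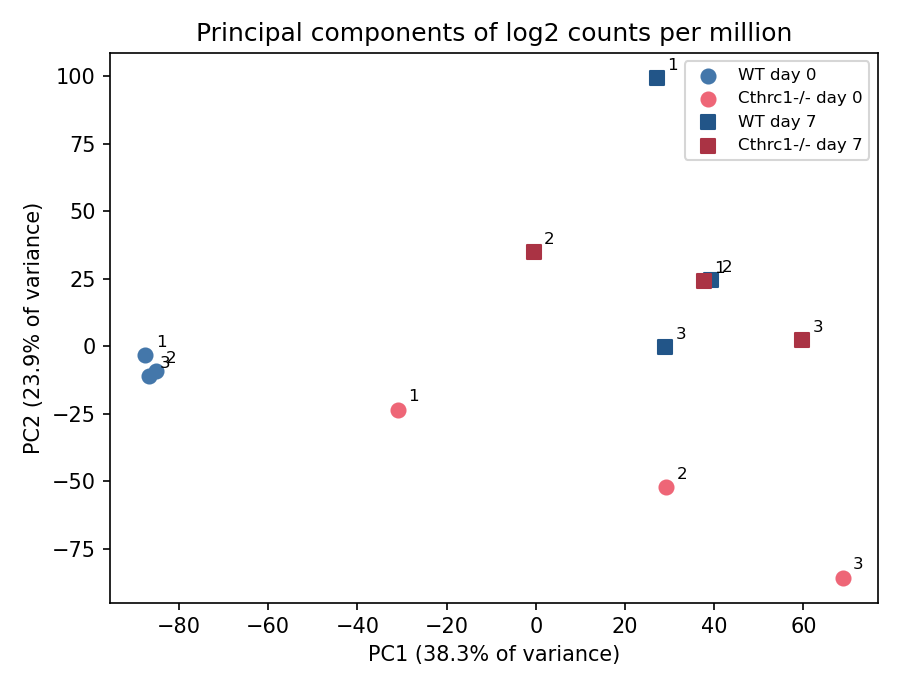
Scores of the 12 samples on the first (horizontal) and second (vertical) principal component of log2 CPM, in arbitrary units, with each point labelled by its replicate number. The WT day 0 replicates lie close together, the Cthrc1-/- day 0 replicates run from -30.8 to 68.8 on the first component, and WT day 7 replicate 1 lies highest on the second at 99.4.

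The first comparison asked how dermis sampled on day 0 differed between genotypes. Of 14313 genes tested, 827 were called, 503 higher and 324 lower in Cthrc1-/-, and 4068 had an unadjusted p under 0.05. The count depended strongly on the fit: only 19 genes were called when only the day 0 samples were fitted, 14 with a hair follicle marker score as covariate, and 2787 with DESeq2. The share of higher calls was 60.8% as reported, 71.4% with total-count scaling (523 higher of 732) and 45.4% with limma after quantile normalization (337 higher and 406 lower). By the naming rule, the 4 largest rises were in genes of hair follicle keratins and a keratin-associated protein. Krt25 (ENSMUSG00000035831, chromosome 11, 99315516 to 99322951) rose from 0.480 ± 0.418 to 1570 ± 1651 FPKM (SD, n = 3 each), a log2 change of 11.48 (standard error 1.99, edgeR adjusted p 0.0231). Krt71 (ENSMUSG00000051879, chromosome 15, 101733949 to 101743109) had a log2 change of 11.12 (standard error 1.66, edgeR adjusted p 0.0144). Krt27 (ENSMUSG00000017588, chromosome 11, 99345565 to 99351104) had a log2 change of 10.60 (standard error 1.67, edgeR adjusted p 0.0168), and Krtap8-1 (ENSMUSG00000059632, chromosome 16, 89487379 to 89487952) of 12.65 (standard error 2.97, edgeR adjusted p 0.0421). These means rest on unequal replicates. Krt25 ranged from 60.8 to 3333 FPKM across the Cthrc1-/- day 0 samples, and the largest WT day 0 value was 0.766 FPKM.

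The 4 largest falls on day 0 were in Cthrc1, Plac9a, Serpina3b and Col1a2. Plac9a (ENSMUSG00000095304, chromosome 14, 25887506 to 25903100) averaged 10.4 ± 1.75 FPKM (SD, n = 3) in WT and had 0 counts in the 3 Cthrc1-/- day 0 samples. Its WT day 0 mean was 370 times the floor of 3 counts, which is not a lower bound on the change (edgeR adjusted p 0.0401). Plac9a also had 0 counts in 1 or more WT day 7 samples, where it ranged from 0 to 1082 counts. In Cthrc1-/- day 7 it ranged from 402 to 1717 counts, so its absence was not a constant feature of the knockout. Serpina3b (ENSMUSG00000066364, chromosome 12, 104127996 to 104139545) fell from 64.3 ± 11.9 to 7.61 ± 4.53 FPKM (SD, n = 3 each), a log2 change of -3.16 (standard error 0.775, edgeR adjusted p 0.0455). Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) fell from 1250 ± 215 to 243 ± 196 FPKM (SD, n = 3 each), a log2 change of -2.43 (standard error 0.609, edgeR adjusted p 0.0480).

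The second comparison asked how the genotypes differed on day 7. Only 3 genes were called, 2 higher and 1 lower in Cthrc1-/-, and 782 had an unadjusted p under 0.05. Besides Cthrc1, these were Gm20305 and Gm47305, which fall outside the naming rule and were chosen after their values were seen. Gm20305 (ENSMUSG00000103979, chromosome 1, 180854282 to 180854458, processed pseudogene) rose from 0.960 ± 0.0476 to 12.7 ± 1.91 FPKM (SD, n = 3 each), a log2 change of 3.54 (standard error 0.323, edgeR adjusted p 0.00834). Its sequence matched the transcript of Polr2k at 99.4% identity, so the division of reads between the 2 genes is uncertain. Gm47305 (ENSMUSG00000105398, chromosome 12, 69361270 to 69361339, annotated as a miRNA gene) had a count of 1 in each of the 3 WT day 7 samples and between 56 and 415 in Cthrc1-/- day 7. Its Cthrc1-/- day 7 mean was 77.7 times the floor of 3 counts, which is not a lower bound on the change. The edgeR adjusted p was 0.0118, but 0.880 with counts divided by 4. The call was also lost without each WT day 7 replicate in turn (edgeR adjusted p 0.0903 to 0.163). It was lost too without Cthrc1-/- day 7 replicate 1 (edgeR adjusted p 0.0515), and held without replicates 2 or 3. With the skeletal muscle score the edgeR adjusted p was 0.109. When only the day 7 samples were fitted, 2 genes were called, and 0 of them were among the 3.

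No gene other than Cthrc1 passed the naming rule on day 7, so the 3 genes with the smallest p were taken. Polr2k (ENSMUSG00000045996, chromosome 15, 36174010 to 36177010) averaged 26.0 ± 4.71 FPKM in WT and 7.94 ± 2.42 FPKM in Cthrc1-/- (SD, n = 3 each), a log2 change of -1.78 (standard error 0.236, edgeR adjusted p 0.0639). Rpl30 (ENSMUSG00000058600, chromosome 15, 34440505 to 34443640) averaged 137 ± 24.1 FPKM in WT and 54.0 ± 6.77 FPKM in Cthrc1-/-, a log2 change of -1.41 (standard error 0.228, edgeR adjusted p 0.173). Its counts too are uncertain, because the pseudogene Gm12191 carries stretches of 98.8% to 100% identity with it. Cmc1 (ENSMUSG00000039163, chromosome 9, 118064522 to 118150177) averaged 4.85 ± 0.824 FPKM in WT and 11.8 ± 0.882 FPKM in Cthrc1-/-, a log2 change of 1.22 (standard error 0.203, edgeR adjusted p 0.173). None of these 3 passed the threshold in this fit. Polr2k passed with limma on log2(FPKM + 1) (adjusted p 0.0341) and with DESeq2 (adjusted p 9.32e-10), but under no edgeR alternative. Rpl30 and Cmc1 passed with DESeq2 alone. On day 0 Polr2k and Rpl30 passed, with log2 changes of -1.82 (edgeR adjusted p 0.00980) and -1.88 (edgeR adjusted p 0.00941).

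**Figure D3:**
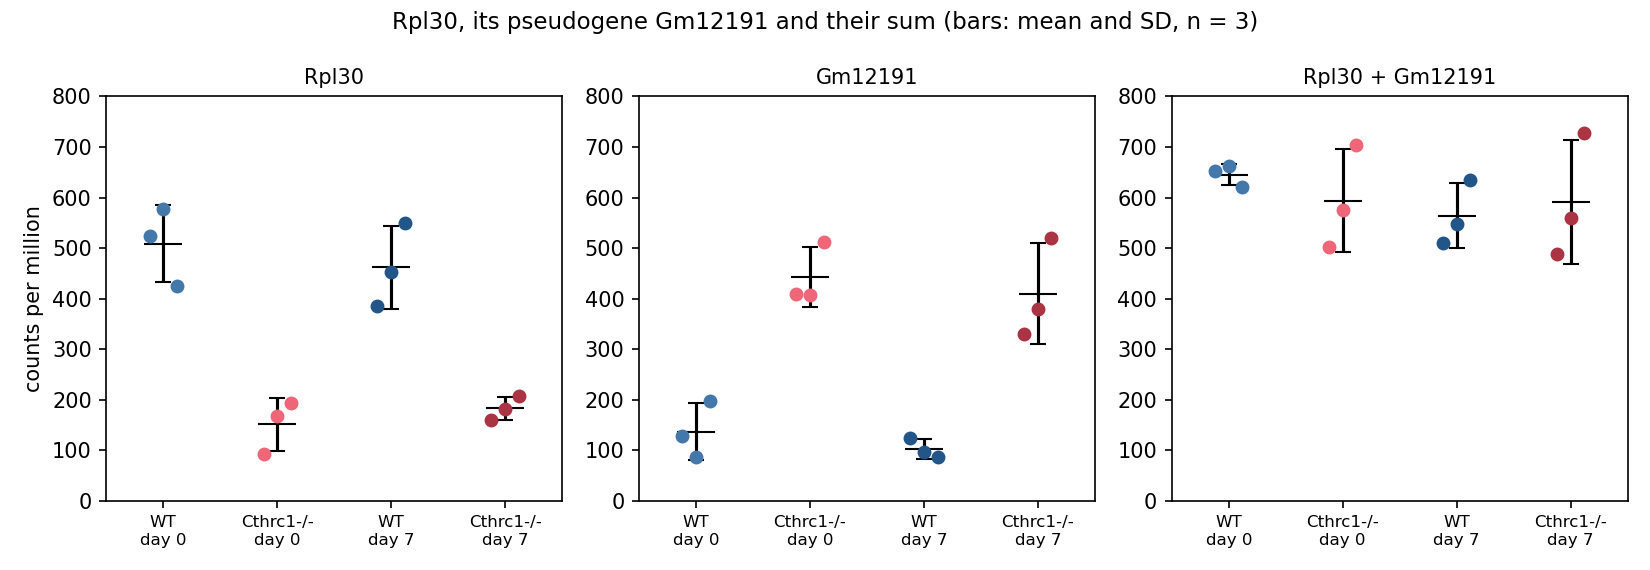
Rpl30, Gm12191 and their sum in CPM (vertical axis) in each sample, with horizontal bars for the group mean and error bars for the SD of 3 replicates. On day 0 Rpl30 averaged 509 CPM in WT and 151 CPM in Cthrc1-/-, Gm12191 137 and 443 CPM, and the sum 645 and 594 CPM.

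The gene lists addressed whether macrophage, TGF-beta, Notch and matrix genes differed between genotypes on day 7. The mean log2 change of 19 M2 macrophage genes was -1.28, with an adjusted p of 5.24e-05 by limma's camera. The inflammatory macrophage list, with 19 genes, had a mean log2 change of -1.84 (limma camera adjusted p 0.000320). For 31 TGF-beta pathway genes the mean was -0.52 (limma camera adjusted p 0.00306), for 46 collagen and matrix genes -0.77 (limma camera adjusted p 3.87e-10), and for 28 Notch pathway genes 0.07 (limma camera adjusted p 0.257). The camera test takes genes as the units, and the differences in the M2 macrophage, inflammatory macrophage and TGF-beta lists rested largely on 1 sample. Without WT day 7 replicate 1 the mean log2 change was 0.11 for M2 macrophage genes (limma camera adjusted p 0.880) and 0.29 for inflammatory macrophage genes (limma camera adjusted p 0.0762). For the TGF-beta list it was -0.082 (limma camera adjusted p 0.348). The collagen and matrix list stayed lower without that sample, at -0.41 (limma camera adjusted p 2.90e-06). By limma's fry test, which takes samples as the units, adjusted p was 0.369 for the M2 macrophage, TGF-beta, and collagen and matrix lists and 0.417 for the inflammatory macrophage list.

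For 3 of these lists camera also gave a fall on day 0. There the mean log2 change was -0.97 for the M2 macrophage list (limma camera adjusted p 0.0213), -0.38 for the TGF-beta list (limma camera adjusted p 0.0213) and -1.12 for the collagen and matrix list (limma camera adjusted p 8.89e-13). No fry test and no fit without single samples was run for day 0. The M2 macrophage score of Cthrc1-/- day 0 replicate 1, 2.74, lay within the WT range of 2.72 to 2.77, and replicate 3 was lowest at 1.70, so that fall was uneven over the samples. The mean log2 change was -0.51 for the inflammatory macrophage list (limma camera adjusted p 0.175) and -0.13 for the Notch list (limma camera adjusted p 0.516). In the interaction the collagen and matrix list had a mean of 0.35 (limma camera adjusted p 0.000954), and the other 4 lists did not pass. This too was tested by camera alone. The collagen and matrix score was 3.39 in Cthrc1-/- day 0 replicate 3 against 4.75 and 4.45 in replicates 1 and 2, so a smaller difference between genotypes on day 7 is not established.

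No single member of any list passed on day 7. With adjustment over its own list, 0 genes had an edgeR adjusted p under 0.05 in each of the 5 lists, and with adjustment over all genes 0 did. At an unadjusted p under 0.05 there were 4 of 19 M2 macrophage genes, 8 of 19 inflammatory macrophage genes, 4 of 31 TGF-beta genes, 1 of 28 Notch genes and 4 of 46 collagen and matrix genes. Nos2 (ENSMUSG00000020826) in WT day 7 illustrates the spread, ranging from 0.314 to 86.03 FPKM over the 3 samples with a mean of 29.1 ± 49.3 FPKM (SD, n = 3). In Cthrc1-/- day 7 Nos2 averaged 0.904 ± 0.448 FPKM (SD, n = 3), within the range of the WT samples.

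**Figure D4:**
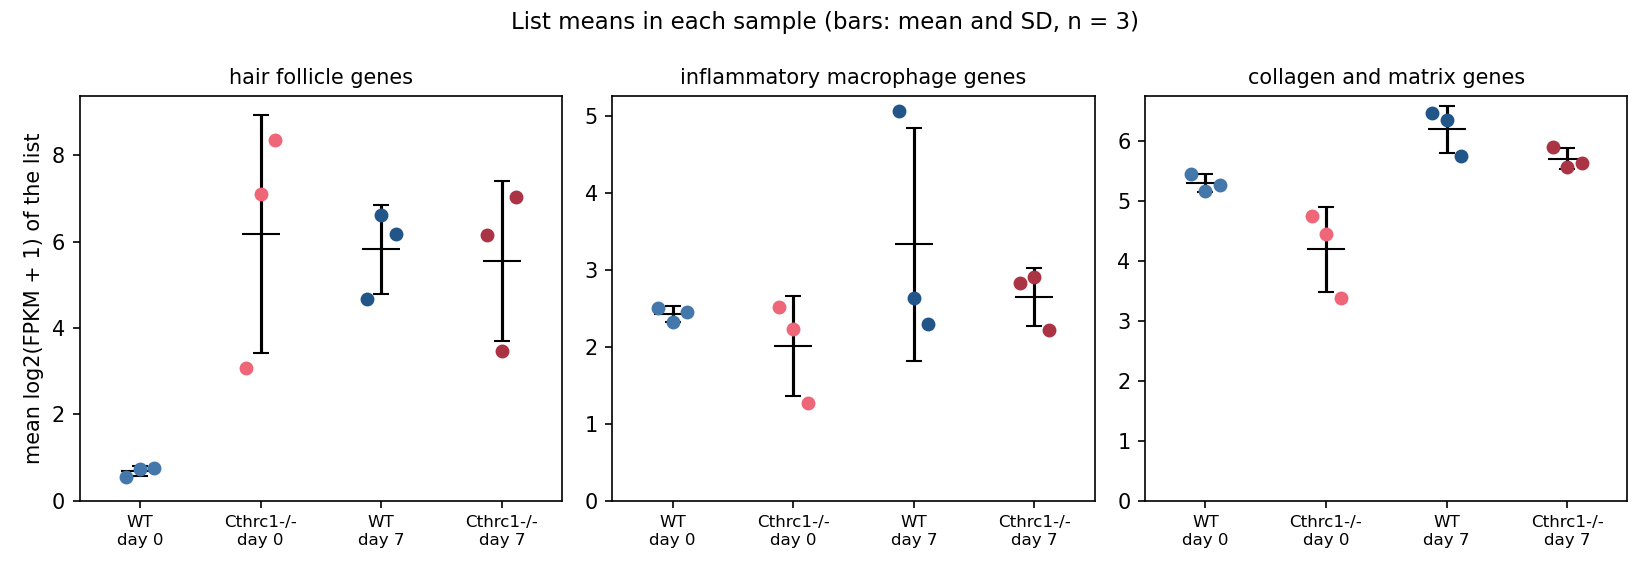
Mean log2(FPKM + 1) of the hair follicle, inflammatory macrophage, and collagen and matrix gene lists (vertical axes) in each sample, with horizontal bars for the group mean and error bars for the SD of 3 replicates. The hair follicle mean was 0.676 in WT day 0 and between 5.55 and 6.18 in the other groups, and the inflammatory macrophage list was highest in 1 WT day 7 sample at 5.06.

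The comparisons of days asked what changed between day 0 and day 7 in each genotype. In WT, 1880 genes were called, 864 higher and 1016 lower on day 7, and 4658 had an unadjusted p under 0.05. With the replicate number as a block, 1467 genes were called, 1363 of them shared with the fit without the block. The deviations of same-numbered WT samples correlated at 0.0662 across genes, against -0.0470 to 0.0386 for the other 5 pairings. The share of higher calls was 46.0% as reported and 75.5% with total-count scaling, which called 1669 genes higher and 543 lower and gave a median log2 change of 0.196 over all genes. With limma on log2(FPKM + 1) it was 65.7%, with 1256 genes higher and 655 lower. The setting that moved the count most was a hair follicle score as covariate, with 30 genes called.

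The 4 largest rises in WT were again in hair follicle keratin genes. Krt71 rose from 0.728 ± 0.383 to 1050 ± 399 FPKM (SD, n = 3 each), a log2 change of 10.27 (standard error 1.61, edgeR adjusted p 0.00631). Krt25 had a log2 change of 10.59 (edgeR adjusted p 0.00976), Krt27 of 9.78 (edgeR adjusted p 0.00691) and Krt73 (ENSMUSG00000063661, chromosome 15, 101793308 to 101802346) of 10.10 (edgeR adjusted p 0.00657). The 4 largest falls were in Wfdc3, Pgc, Defb8 and Alb. Wfdc3 (ENSMUSG00000076434, chromosome 2, 164731180 to 164745931) fell from 40.4 ± 0.636 to 0.204 ± 0.178 FPKM (SD, n = 3 each), a log2 change of -7.84 (standard error 1.07, edgeR adjusted p 0.00500). Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602) fell from 22.7 ± 11.2 to 0.221 ± 0.125 FPKM (SD, n = 3 each), a log2 change of -6.86 (standard error 0.601, edgeR adjusted p 0.00167). Pgc (ENSMUSG00000023987, chromosome 17, 47726842 to 47734482) had a log2 change of -10.22 (edgeR adjusted p 0.0205) and Defb8 (ENSMUSG00000031471, chromosome 8, 19445769 to 19447606) of -4.33 (edgeR adjusted p 0.0476).

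In Cthrc1-/-, 123 genes were called higher and 86 lower on day 7, and 2596 had an unadjusted p under 0.05. With the replicate number as a block, 291 genes were called, of which 176 were shared with the fit without it. Here the deviations of same-numbered samples correlated at 0.133, and the other 5 pairings ranged from -0.332 to 0.405. The share of higher calls was 58.9% as reported, 86.9% with total-count scaling (649 higher and 98 lower) and 85.3% with limma on log2(FPKM + 1) (661 higher and 114 lower). Total-count scaling gave a median log2 change of 0.158 over all genes. H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143, a long non-coding RNA gene) rose from 2.90 ± 0.716 to 92.8 ± 17.4 FPKM (SD, n = 3 each), a log2 change of 4.83 (standard error 0.724, edgeR adjusted p 0.0216). Mest (ENSMUSG00000051855, chromosome 6, 30723547 to 30748465) rose by 5.27 on the log2 scale (standard error 0.690, edgeR adjusted p 0.0190). The other rises were in Sfrp2 (ENSMUSG00000027996), by 3.98 (edgeR adjusted p 0.0216), and Ifit3 (ENSMUSG00000074896), by 3.57 (edgeR adjusted p 0.0224). Alb fell by 8.26 on the log2 scale (standard error 0.650, edgeR adjusted p 0.00102), and the log2 change was -3.68 for Egr2 (ENSMUSG00000037868, edgeR adjusted p 0.0216) and -4.62 for Wfdc3 (edgeR adjusted p 0.0440). Mir147 (ENSMUSG00000076309, chromosome 2, 122640803 to 122640881) had 2 to 266 counts on day 0 and at most 2 on day 7. Its day 0 mean was 49.9 times the floor of 3 counts, which is not a lower bound on the fall (edgeR adjusted p 0.0394). The day 0 mean rests on replicates 1 and 2, with 266 and 141 counts, as replicate 3 had 2.

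Of the 1880 genes called in WT, 1570 (83.5%) changed in the same direction in Cthrc1-/-, and 115 were called in both genotypes, 114 of them in the same direction. The median absolute log2 change of those 1880 genes was 1.21 in WT and 0.42 in Cthrc1-/-. The WT value is inflated by the choice of genes called in WT. Over all 14313 genes the medians were 0.37 in WT and 0.27 in Cthrc1-/-, and the changes in the 2 genotypes had a Spearman rho of 0.386 across genes.

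The interaction of genotype and day tested whether the change between days differed between genotypes. It was called for 2 genes, 1 in each direction, and 2164 genes had an unadjusted p under 0.05. The genes were Apbb2 and Pds5a, both outside the naming rule and chosen after their values were seen. Apbb2 (ENSMUSG00000029207, chromosome 5, 66298703 to 66618784) had an interaction of 4.48 on the log2 scale (standard error 0.434, edgeR adjusted p 0.0150). Pds5a (ENSMUSG00000029202, chromosome 5, 65605721 to 65698273) had an interaction of -1.46 (standard error 0.171, edgeR adjusted p 0.0407). Among the genes with the smallest p under the rule for comparisons without a passing gene were Krt28 (ENSMUSG00000055937) and Krt71, with interactions of -9.26 and -11.13 and the same edgeR adjusted p of 0.133. The interaction for Cthrc1 was -2.17, with a standard error of 1.43 and an edgeR adjusted p of 0.472. The larger number of calls between days in WT than in Cthrc1-/- is thus not, gene by gene, shown to be a difference between genotypes.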

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

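The tests in this part were chosen after the interaction results had been seen. Apbb2 and Pds5a stand out because their genotype effects differed between day 0 and day 7 by a test of that difference. The Apbb2 interaction was 4.48 on the log2 scale. Mean Apbb2 was 2.46 ± 0.0247 FPKM in WT day 0, 0.409 ± 0.154 in Cthrc1-/- day 0, 0.708 ± 0.128 in WT day 7 and 2.67 ± 0.296 in Cthrc1-/- day 7 (SD, n = 3 each). The genotype difference thus had opposite signs on the 2 days, and the 3 samples of each group lay apart from those of the other genotype on the same day. Across all alternatives the interaction stayed positive, with an adjusted p from 5.51e-21 with DESeq2 to 0.154 with edgeR and the hair follicle score. The Pds5a interaction was -1.46. Pds5a was 5.21 ± 0.744 FPKM in Cthrc1-/- day 0 and between 1.92 and 2.06 FPKM on average in the other 3 groups (n = 3 each). Its adjusted p ranged from 3.43e-12 with DESeq2 to 0.247 with edgeR and the hair follicle score, and the interaction stayed negative throughout.

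Several technical explanations were weighed. If the pair reflected differing hair follicle content, adding that score should remove the call and move the estimate by more than its standard error. For Apbb2 the interaction became 3.88, a move larger than the standard error of 0.434, and the call was lost (edgeR adjusted p 0.154), so hair follicle content remains a candidate explanation for part of it. For Pds5a it became -1.33, a move smaller than the standard error of 0.171, while the edgeR adjusted p rose to 0.247. Library scaling moved Apbb2 at most to 4.42 and Pds5a to -1.53, both within 1 standard error. With total-count scaling the Pds5a call was lost (edgeR adjusted p 0.143) because the standard error rose to 0.228, while the estimate, -1.51, moved away from 0. That goes against scaling as the source of the estimate. Thinning all libraries to the smallest total count gave 4.52 for Apbb2 and -1.47 for Pds5a, which goes against sequencing depth. Both genes lie on chromosome 5, and a block of linked variants could change several neighbours. Of the other tested genes within 10 Mb of Apbb2, 6 of 59 had an unadjusted interaction p under 0.05. That was more than in 13.1% of other, overlapping windows of as many tested genes. Around Pds5a it was 6 of 52, more than in 21.1% of other windows, so these 2 windows show no excess. The 2 called genes themselves lie 0.600 Mb apart, and a cause confined to that short stretch was not tested.

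Exchanging the genotype labels within same-numbered pairs gave as many interaction calls in 13 of the 32 regroupings, the real one included. Those regroupings called from 0 to 80 genes. These regroupings are no clean reference, since exchanging labels on 1 day turns a stable genotype difference into an interaction. They count calls in all and do not test Apbb2 or Pds5a as such, so whether the pair arose by chance is left open. Reads shared with other genes and a change of transcript form were not tested for these 2 genes. Mislabelled genotypes are not what Cthrc1 shows, since each library labelled Cthrc1-/- held at most 15 counts of it.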

How the results depend on the processing

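Signs were stable for most results and counts were not. Among alternative results for the gene counts, Cthrc1 and the gene lists, 195 were scored as the same and 60 moved in count. Another 11 lost significance, 6 gained it and 5 reversed. A gene count within a set factor of the reported one was scored as the same, whichever genes were called. Thus 595 against 827 genes on day 0 was scored as the same. So was 2 against 3 genes on day 7, with 0 genes shared. Among alternative results for the other named genes, 482 kept their direction and side of the threshold, 141 lost significance, 13 gained it and 0 reversed.

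DESeq2 called more genes than edgeR in every comparison: 2787 on day 0, 62 on day 7, 3551 between days in WT, 1409 between days in Cthrc1-/- and 681 for the interaction. In the simulated data, where all groups shared 1 spread, DESeq2 also gave 18.1% false calls. Whether false calls account for the larger counts in the real data was not tested. With limma on log2(FPKM + 1), 8 genes were called between genotypes on day 7, 775 between days in Cthrc1-/- and 4 for the interaction. Without a mean trend in limma these became 8, 780 and 4, with a pseudocount of 0.1 they became 5, 773 and 1, and after quantile normalization 8, 411 and 7. Cthrc1 between days in WT passed in these fits, with log2 changes of 1.93, 1.93, 1.97 and 1.77, and adjusted p of 0.000495, 0.000370, 0.00838 and 0.000155 by limma. With counts divided by 4 its log2 change was 1.81 (edgeR adjusted p 0.0239). The range over all alternatives was 0.000155 to 0.882. Total-count scaling called 747 genes between days in Cthrc1-/- and 1 for the interaction. Without the filter, 275 genes were called on day 0 and 1 for the interaction. Requiring a log2 change of at least 1 left 507 genes on day 0 and 1173 between days in WT. The cause was not tested.

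Fitting only the compared groups gave 19 genes on day 0, 18 of them shared with the 827, 2 on day 7, 0 of them shared with the 3, and 89 between days in Cthrc1-/-. Between days in WT the count rose from 1880 to 2102 genes, 1418 of them shared. Cthrc1 was then -8.83 on day 0 (edgeR adjusted p 0.0773) and -11.07 on day 7 (edgeR adjusted p 0.0516), and 1.81 between days in WT with an edgeR adjusted p of 0.00890. The joint fit shares 1 spread between groups whose median gene SDs ran from 0.137 to 0.326. The skeletal muscle score as covariate left 46 genes on day 0 and 0 for the interaction, where 2186 had an unadjusted p under 0.05. The hair follicle score left 14 on day 0, 8 of them shared, 30 between days in WT, 15 of them shared, 545 between days in Cthrc1-/-, and 0 for the interaction, where 1015 had an unadjusted p under 0.05. Cthrc1 on day 0 was then -10.25 (edgeR adjusted p 0.150). The hair follicle score nearly separates WT day 0 from the other groups, so these fits cannot part the score from that group.

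With a replicate block, 883 genes were called on day 0, 2 on day 7 and 1 for the interaction, and Cthrc1 on day 7 was -11.08 (edgeR adjusted p 0.0512). Under the block the day 7 lists had mean log2 changes of -0.86 (M2 macrophage), -1.19 (inflammatory macrophage), -0.41 (TGF-beta), 0.10 (Notch) and -0.66 (collagen and matrix). Same-numbered WT and Cthrc1-/- samples are different animals. Their deviations correlated at 0.00884 on day 0 and -0.0295 on day 7, so the numbers show no pairing.

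Leaving out each replicate gave from 18 to 2146 genes on day 0, from 0 to 4 on day 7, where 584 had an unadjusted p under 0.05 in the fit with 0, from 527 to 2043 between days in WT, from 5 to 522 between days in Cthrc1-/- and from 0 to 242 for the interaction. The 2146 and the 242 came without Cthrc1-/- day 0 replicate 1. Cthrc1 on day 7 ranged from -12.37 to -10.49, losing significance without Cthrc1-/- day 7 replicates 1 or 3. On day 0 Cthrc1 ranged from -14.49 to -8.27 and passed each time. The lower end came without Cthrc1-/- day 0 replicate 2, the only day 0 knockout library with any Cthrc1 counts. The size of the day 0 change thus depends on the 15 counts of that library. Cthrc1 between days in Cthrc1-/- ranged from -1.66 to 5.23 and was 0.0026 with the pseudocount of 0.1. Its knockout values are at most 15 counts, so this sign carries no information at this depth.

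The M2 macrophage list ranged from -1.64 to 0.11, the inflammatory macrophage list from -2.23 to 0.29 and the TGF-beta list from -0.61 to -0.082 across these fits. The upper end came without WT day 7 replicate 1 each time. The collagen and matrix list ranged from -0.98 to -0.41 and passed in each of these fits. With fry the mean log2 changes of -1.28, -1.84, -0.52 and -0.77 for the M2 macrophage, inflammatory macrophage, TGF-beta and matrix lists no longer passed (limma fry adjusted p 0.369, 0.417, 0.369 and 0.369). The Notch list passed under no alternative that was run.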

Other observations

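Among the tests in this part, those on hair follicle content in Cthrc1-/- day 0, on the Cthrc1 neighbourhood, on Rpl30 and on the pseudogenes were chosen only after the result was seen. Other splits of the samples were fitted for each comparison. Of the 10 splits of the 6 samples, 4 part all 3 same-numbered pairs as the real split does. For the 827 genes of day 0, the real split was the 1 split of those 4 with as many genes, and the others gave 0. For day 7 it was 1 of 4, the others calling from 0 to 2 genes against 3. Between days it was 1 of 4 in WT (others 0 to 1 against 1880) and 1 of 4 in Cthrc1-/- (others 0). The 6 splits that part 1 pair only called at most 1, 1, 1 and 2 genes in these 4 comparisons. With 4 or 10 splits the share cannot fall under 0.05, so the counts cannot settle the question.

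The spread among Cthrc1-/- day 0 replicates was examined for a source. The median SD of 19 hair follicle genes over these replicates was 2.95 on the log2 scale against 0.514 in WT day 0, at percentile 100 of 10000 random lists of equal expression for hair follicle content. Skeletal muscle content was at percentile 100 too, adipocyte content at 100, erythrocyte content at 100 and epidermal keratinocyte content at 99.6. Sequencing depth was tested by thinning, after which the ratio of median gene SDs between Cthrc1-/- and WT on day 0 was 2.36 against 2.38 before. The difference of replicates 3 and 1 followed transcript length with a Spearman rho of -0.0130 and GC content with 0.0461 across genes, which are not independent replicates. These values go against depth as the source of the spread, and against gene length and GC content for the difference of replicates 3 and 1. Replicate 2 was not tested for gene length or GC content. A varying mix of tissue in the biopsies, or a differing stage of the hair cycle among animals, may account for the spread. These cannot be told apart, because all 5 marker lists moved. The hair follicle score was 3.08, 7.11 and 8.36 in Cthrc1-/- day 0 replicates 1 to 3, and 0.544, 0.732 and 0.752 in the WT day 0 replicates. Hair follicle keratin genes were among the largest rises both between genotypes on day 0 and between days in WT. Low hair follicle expression in the 3 WT day 0 samples may underlie both sets of rises. The genotype and such a sampling difference cannot be separated with these samples, and no biological explanation was tested.

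WT day 7 replicate 1 lay apart from the other 2 WT day 7 replicates. The median log2 difference from them was 3.68 for 19 inflammatory macrophage genes and 1.92 for 19 M2 macrophage genes, both at percentile 100 of the random lists. Hair follicle content was lower, with a median difference of -1.40 at percentile 0, as were epidermal keratinocyte content (-1.22, percentile 0) and adipocyte content (-1.08, percentile 0). Skeletal muscle content was lower too (-1.94, percentile 0), but its scores of 2.74, 5.79 and 3.62 in replicates 1 to 3 show that replicate 2 stood furthest apart, so this value does not single out replicate 1. Erythrocyte content did not stand apart, at percentile 91.0. Thinning to equal sequencing depth left the ratio of its distance to the distance between the other 2 at 1.87, and transcript length followed the difference with a Spearman rho of -0.0513 across genes. Tissue composition, such as more of the wound bed and less of its margin in this sample, is a candidate explanation. The lists cannot tell it from a different inflammatory state of that animal.

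Genes near Cthrc1 differed between genotypes more often than genes elsewhere. Within 10 Mb of Cthrc1 on chromosome 15, 7 of 52 tested genes had an unadjusted p under 0.05 on both days with one sign, 13.5% against 1.34% of other genes. Polr2k and Rpl30, which prompted the test, are among the 7. Without them it was 5 of 50, more than in 99.4% of 13225 other windows. Those windows were runs of 50 neighbouring tested genes, whatever their length. They overlapped heavily and are not independent, and 1 or more of them held as many as 9. With the hair follicle score as covariate, 3 of the 5 genes remained (Snhg18, Gm49786 and Vps13b), more than in 98.1% of other windows. As that score nearly separates WT day 0 from the other groups, this fit does not rule hair follicle content out. The 5 genes without the score were Gm49284, Emc2, Snhg18, Gm49786 and Vps13b, all with an edgeR adjusted p between 0.0231 and 0.0476 on day 0. None had an edgeR adjusted p under 0.05 on day 7, the lowest being 0.534 for Gm49284. A candidate explanation is a block of linked sequence around the targeted allele that differs from the WT mice, as can be carried over from a donor strain. Sequence variants were not analysed here, so this was not tested directly.

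If such a block changed the assignment of reads, pseudogenes of its genes would differ too. Of 8 tested pseudogenes whose best match lies within 10 Mb of Cthrc1, the median absolute log2 change (mean of both days) was 0.47, against 0.22 for 947 with a match elsewhere. Gm20305 prompted this test. Without it, the median of the other 7 was 0.36, at percentile 89.5 of 10000 random lists, so the median of these 7 shows no clear excess. Gm12191, taken below as a pseudogene of Rpl30, was not among the 8. Its match to the longest Rpl30 transcript fell into stretches of 172, 135 and 52 bases. As the limit of 50% of its 348 bases applied to a single stretch, it was left out. It was higher in Cthrc1-/- on both days, so the median leaves out a case that goes with shared reads. By the criterion used for the window, an unadjusted p under 0.05 on both days with one sign, 3 of the 7 qualified against 9 of the 947, a count made after the values were seen. The 3 were Gm14567, Gm14287 and Gm4202, the last 2 matching Ywhaz, and all were higher in Cthrc1-/-. Reads shared with pseudogenes thus remain a candidate explanation for some of them. Gm14567 on chromosome X, at 100% identity with Polr2k, was higher in Cthrc1-/- with log2 changes of 2.26 on day 0 (edgeR adjusted p 0.0233) and 1.65 on day 7 (edgeR adjusted p 0.613).

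The case of Rpl30 was followed further, after its values had been seen. Rpl30 averaged 509 ± 76.8 CPM in WT day 0 and 151 ± 52.3 in Cthrc1-/- day 0, while its processed pseudogene Gm12191 (chromosome 11, 49678710 to 49679057) averaged 137 ± 55.8 and 443 ± 59.2 (SD, n = 3 each). On day 7 Rpl30 averaged 462 ± 82.2 and 182 ± 23.4, and Gm12191 102 ± 19.99 and 409 ± 99.6. The sum of both was 645 ± 21.1 and 594 ± 102 on day 0, and 564 ± 63.9 and 592 ± 123 on day 7. The difference of the sums was at most 0.505 of the larger group SD, whereas each gene alone differed between genotypes without overlap. This is consistent with reads of Rpl30 being assigned to Gm12191 in Cthrc1-/- samples in place of a fall in Rpl30 itself. As a hypothesis, a variant near Cthrc1 in the knockout line may resemble the pseudogene. Sequence reads would be needed to test it.

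Xist, a transcript of the inactive X chromosome in females, was 0.963 FPKM (1476 counts) in WT day 0 replicate 2 and at most 0.0916 FPKM in the other 11 samples. Ddx3y, on the Y chromosome, lay between 5.46 and 10.1 FPKM in the 12 samples. These are values only, and no explanation was tested.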
